A study of Homo sapiens with 4 samples. Its data were reported in "Mediator kinase inhibition drives myometrial stem cell differentiation and the uterine fibroid phenotype through super-enhancer reprogramming" (2024).

How the data were processed

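H3K27ac CUT&RUN libraries were compared from myometrial stem cells (MM SCs), the side population cells of human myometrium, treated for 3.5 days with the CDK8/19 inhibitor CCT251545 or with DMSO as the vehicle control. CUT&RUN cuts and releases the chromatin around an antibody, so the number of sequenced fragments over a position reports how much of the marked histone lay there. H3K27ac, acetylation of lysine 27 of histone H3, marks active promoters and enhancers. The labels name 4 samples in 4 groups, 1 H3K27ac and 1 IgG sample for each treatment. The 2 H3K27ac peak lists were analysed, and the 2 IgG samples, which measure background cutting, were not used here. Groups were taken from the sample titles.

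The authors ran the nf-core CUT&RUN pipeline, which aligned reads to hg38 and to the genome of E. coli K12 as spike-in, removed mitochondrial reads and a blacklist of problem regions, and called peaks in each library separately with SEACR in its stringent mode. The signal in the deposited lists is fragment coverage multiplied by a scale factor per library, which the authors set to 10000 divided by the reads aligned to the spike-in genome. Each list gives a peak's start, end, total signal (summed over the bases of the peak), maximum signal and the stretch where the maximum lies. These values per peak are the authors' own. The pipeline handles IgG controls, but how the IgG libraries entered these 2 lists was not established here.

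The step between possible values of the maximum signal was computed for each list. It was 1250 in the DMSO list and 1667 in the CCT251545 list, and 100% of maxima in both lists were whole multiples of it. A maximum divided by the step is therefore a number of overlapping fragments, and a total divided by the step is a sum of fragment-bases. Dividing 10000 by the step gave 8 spike-in reads, or read pairs if the pipeline counted pairs, behind the DMSO scale and 6 behind the CCT251545 scale. Values are given on the deposited scale unless fragments are named. Library totals are not in the lists, so the sequencing depth of the libraries is unknown here. Counting intervals (exact Poisson or binomial for fragments and spike-in reads, Wilson for shares, binomial order statistics for medians) are at 95% and cover counting error only, since fragments can be copies of one molecule and regions are not independent replicates.

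Peaks of both lists that shared at least 1 bp were merged into regions, which were classed as shared, treated-only or control-only. Overlap was set against 100 random placements of the peaks on their own chromosomes outside assembly gaps. The ratio at a shared region was log2 of the CCT251545 over the DMSO maximum signal, with 0.58 in absolute log2 as the limit, which is the limit of the study. A region with a peak in 1 list has no value in the other list and was given no ratio. Regions were annotated with GENCODE release 44 as promoter (within 5 kb of any transcription start site, TSS), exon, intron or distal intergenic, in that order, and 10 random placements gave the share that position alone would give. Super-enhancers (SEs) are clusters of enhancers with high summed signal. They were called by the rule of the ROSE tool applied to the peak lists. Peaks within 12.5 kb were stitched, stitched regions were ranked by summed total signal, and the limit was set where the scaled rank curve has slope 1. This differs from running ROSE on reads, because signal between peaks and the IgG signal are not included. A gene was linked to an SE if its body overlapped the SE or its TSS lay within 50 kb. Promoter signal of a gene was the sum of the maxima of all peaks within 5 kb of its TSSs, and genes without a peak in both lists had no ratio.

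Gene lists for smooth muscle contraction, extracellular matrix, DNA replication with cell cycle, and interferon response were compared with 10000 random lists of the same size matched on mean signal in 10 bins. Keratin and keratin-associated genes were compared with 10000 random draws of single protein-coding genes and with 10000 shifts of their positions along the ordered genes, which keep the clusters together. The genes named in the text were 18 fixed in advance: MYOCD, SGCA, COL1A1, RAD50, PHF5A, KRT78, KRT18, TRIO, ACTA2, MYH11, COL4A1, FN1, MMP10, CDK8, CDK19, CCNC, MED12 and MED13. Those from MYOCD to KRT18 in this order had been named by the study as gaining SEs in these same libraries. The regions named were, by rule, the 3 treated-only and 3 control-only regions with the highest maximum, the 3 shared regions with the largest rise and 3 with the largest fall among those at or above the list's median maximum in both lists, and the 3 SEs with the highest summed signal per library. The groups, comparisons, named items, gene lists and all alternatives but those named below were fixed before the data were examined.

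With 1 library per group no test between treatments was possible, so no p-value was computed. The alternatives covered the peak threshold, the overlap rule, the measure and scale of the ratio, the definition of a promoter, the stitching and linking rules of SEs, and the way promoter signal was summed. Alternatives added after seeing the data were the DMSO list's lowest total in fragment-bases as the limit of both lists, ratios in fragments with no scaling, SEs without the largest stitched region, and the highest single maximum near a gene in place of the sum. The overlap and ratio procedures were tested on simulated lists made from the DMSO list. Kept peaks were left unchanged or multiplied by a fixed factor, with no counting noise. Of 51181 peaks, 60.0% were kept in place and 60.0% were recovered as overlapping. Over 30702 simulated shared regions, a median log2 ratio of 0.32 was recovered as 0.32, and 200 of 200 regions raised past the limit were counted. The SE rule was tested on invented signals, not on the DMSO list, with a wide gap between planted and other regions. All 300 strong stitched regions planted among 20300 were called as SEs. These checks show that the rules were coded as described. They do not show how the rules perform on noisy lists or on a smooth rank curve. Tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and minimap2 2.31.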

Results

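H3K27ac was mapped by CUT&RUN in MM SCs after 3.5 days of CCT251545, an inhibitor of the Mediator kinases CDK8 and CDK19, and in cells given DMSO. The series asks how inhibition of these kinases changes the enhancers of MM SCs. There was 1 H3K27ac library per group, so no difference below has a replicate check and each describes these 2 libraries. All positions are on hg38.

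The first comparison was the number and size of peaks called in each library. The DMSO list held 51181 peaks covering 148.5 Mb, and the CCT251545 list held 89799 peaks covering 213.4 Mb. The CCT251545 list therefore had 1.75 times as many peaks over 1.44 times the length. Its peaks were narrower, with a median width of 1652 bp (interquartile range 1177 to 2723) against 2227 bp (1686 to 3306) in the DMSO list. Signal summed over all peaks was 1.89 times higher in the CCT251545 list, with a mean signal per covered bp 1.31 times higher. In fragments, the sum was 1.41 times higher and the mean per covered bp was 0.984 times that of the DMSO list, at 6.46 against 6.56 fragments per bp.

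The libraries were shallow at single peaks. The median maximum was 13 overlapping fragments in the DMSO list (interquartile range 10 to 20) and 9 in the CCT251545 list (7 to 16). The lowest total signal of any peak was 4915 fragment-bases in the DMSO list and 2614 in the CCT251545 list, so the DMSO list had a 1.88 times higher lower limit. Peaks under 13 fragments, the DMSO median, numbered 23259 in the DMSO list and 58410 in the CCT251545 list, a ratio of 2.51. From 13 to 20 fragments the lists held 15864 and 15263 peaks, a ratio of 0.962. Above 20 fragments they held 12058 and 16126, a ratio of 1.34. When the DMSO limit in fragment-bases was applied to both lists, the CCT251545 list held 52946 peaks, 1.03 times the DMSO number, and this alternative moved the comparison most. With the higher of the 2 deposited minima as the limit, it held 65566 peaks, a ratio of 1.28.

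**Figure D1:**
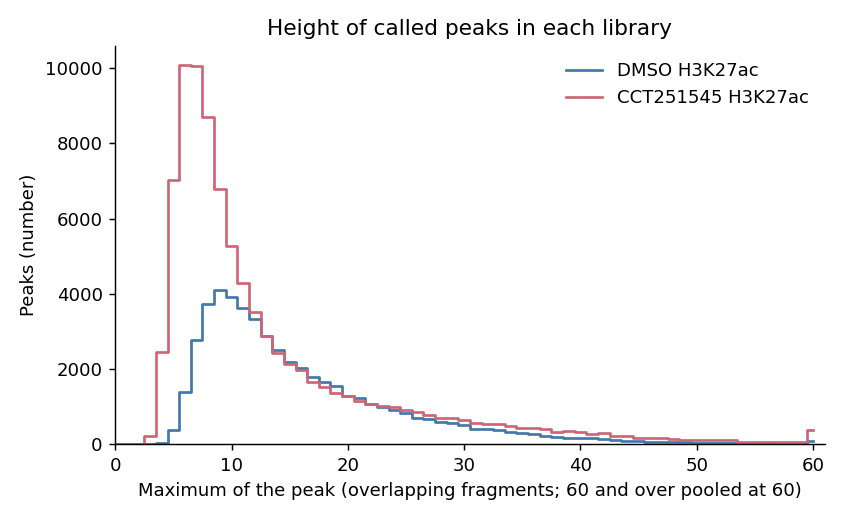
Number of peaks (vertical axis) by the maximum number of overlapping fragments in the peak (horizontal axis, 60 and over pooled at 60), 1 line per H3K27ac library. The CCT251545 line lies above the DMSO line mainly below 13 fragments, where the lists hold 58410 and 23259 peaks.

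The scale factor that sets the 2 libraries on one axis rested on few spike-in reads. The step of the signal implied 8 spike-in reads in the DMSO library (95% Poisson interval 3.45 to 15.8) and 6 in the CCT251545 library (2.20 to 13.1). The CCT251545 values were multiplied by a factor 1.33 times larger than the DMSO values, with a counting interval of 0.406 to 4.66. In log2 this is 0.42 (-1.30 to 2.22), an interval wider than the limit of 0.58 used for a change at a single region. Ratios are therefore given on the deposited scale and in fragments.

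The next comparison asked which peaks were called in both libraries. Of the DMSO peaks, 92.6% (95% CI 92.3 to 92.8) overlapped a CCT251545 peak, where random placement gave 14.9%. Of the CCT251545 peaks, 53.4% (53.1 to 53.7) overlapped a DMSO peak, where random placement gave 9.16%. Overlap rose with total signal. In the quartile of CCT251545 peaks with the lowest total signal 15.2% (14.8 to 15.7) overlapped a DMSO peak, and in the highest quartile 98.5% (98.3 to 98.6) did. The same quartiles of the DMSO list gave 77.4% (76.6 to 78.1) and 100% (99.97 to 100). With an equal number of peaks from each list, chosen by total signal, the shares were 81.7% of DMSO and 78.8% of CCT251545 peaks, the largest shift for the CCT251545 share. The DMSO share moved most, to 69.4%, when an overlap of 50% of both peaks was required.

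**Figure D2:**
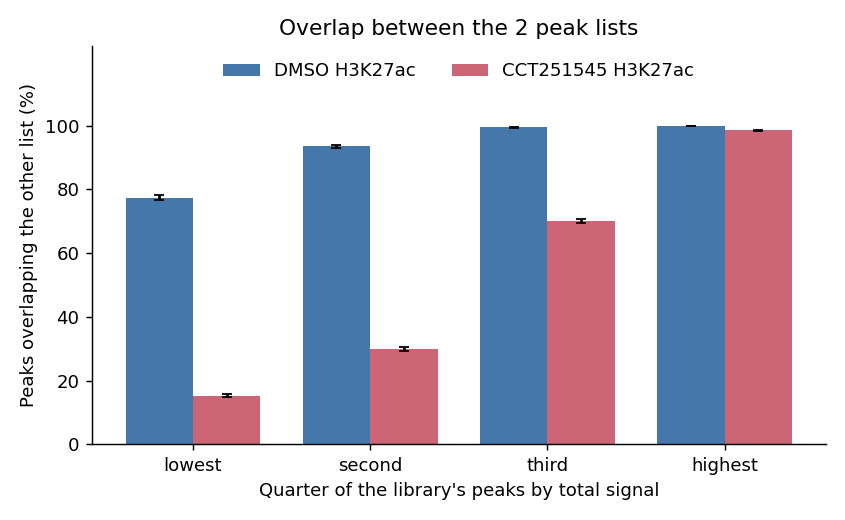
Share of peaks that overlap a peak of the other list (vertical axis, %) by quartile of total signal within each H3K27ac library (horizontal axis), with 95% Wilson intervals as error bars. In the lowest quartile 15.2% of CCT251545 and 77.4% of DMSO peaks overlapped the other list, and in the highest 98.5% and 100% did.

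Merging both lists gave 89373 regions, of which 43733 (48.9%) were shared, 41835 (46.8%) treated-only and 3805 (4.26%) control-only. Shared regions were wider, with a median of 3056 bp, than treated-only (1263 bp) and control-only regions (1801 bp). The median maximum was 7 fragments in treated-only and 8 in control-only regions, against 16 (CCT251545) and 14 (DMSO) fragments in shared regions. With the DMSO limit in fragment-bases for both lists there were 12025 treated-only and 8860 control-only regions. The tallest treated-only regions lay at chr2:231661597-231662948 (distal intergenic, 43947 bp from the TSS of PTMA, 36 fragments), chr16:88238072-88239131 (within 5 kb of a TSS, with ZNF469 as the nearest protein-coding gene, 33 fragments) and chr17:19110946-19112407 (within 5 kb of a TSS, nearest protein-coding gene GRAPL, 30 fragments). The sequence of the chr16 region also aligned to a second locus of hg38. The tallest control-only regions lay at chr1:174989201-174992066 in RABGAP1L (promoter, 23 fragments), chr7:66673185-66674329 (promoter, 21 fragments) and chr3:12749930-12752361 in an intron of TMEM40 (20 fragments).

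At the shared regions the question was whether the height of the signal changed. On the deposited scale the median log2 ratio was 0.57 (95% interval 0.57 to 0.58), 21540 regions were higher by the limit of 0.58 and 743 were lower, so 96.7% of the changed regions rose. In fragments the median was 0.15 (0.15 to 0.16), 7718 regions were higher and 3493 lower, and 68.8% of the changed regions rose. With each list divided by the median of its shared regions the median was -0.041, 3524 regions were higher and 6045 lower, and 36.8% of the changed regions rose. This division centres the ratios by construction, so its median and counts cannot show a direction. Division by the summed signal of the list moved the median most, to -0.35, with 825 regions higher and 13983 lower. That sum covers 1.44 times more sequence in the CCT251545 list. The order of higher and lower counts therefore changed with the scale. At the median height of a shared region, 14 fragments in the DMSO library, the 95% Poisson interval was 7.65 to 23.5 fragments, so a change of the size of the limit at a single region of this height was not detectable at this depth.

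**Figure D3:**
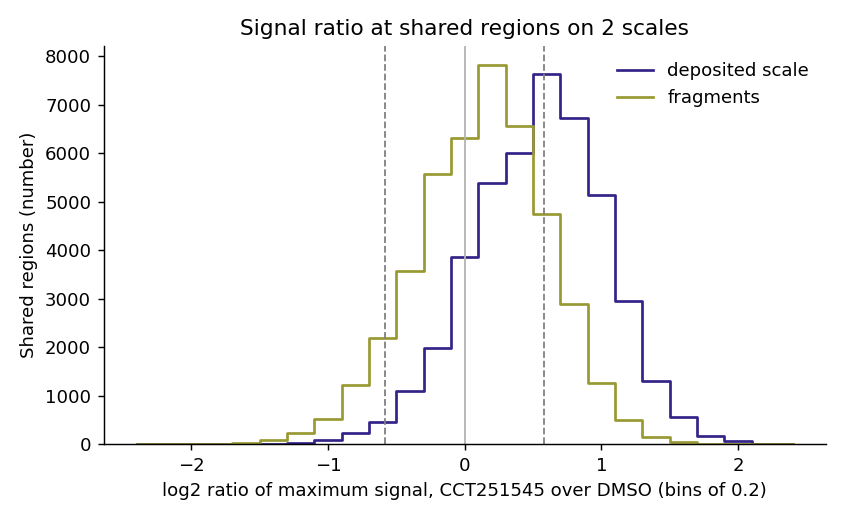
Number of shared regions (vertical axis) by log2 ratio of the maximum signal, CCT251545 over DMSO (horizontal axis, bins of 0.2), on the deposited scale and in fragments, with dashed lines at the limit of 0.58 in both directions. The median lies at 0.57 on the deposited scale and at 0.15 in fragments.

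Shared regions at promoters had a median log2 ratio of 0.61 on the deposited scale, distal intergenic regions 0.58, introns 0.47 and exons 0.42. In fragments these medians were 0.19, 0.17, 0.059 and 0. A change of scale shifts all 4 alike, so their order does not depend on it, but their sign does: with division by the summed signal they were -0.31, -0.33, -0.44 and -0.50. The shared regions with the largest rise lay at chr7:137506834-137511171 at a promoter in DGKI (16 to 56 fragments, log2 ratio 2.22 with a counting interval of 1.40 to 3.12), chr19:41956895-41960192 at the promoter of RABAC1 (19 to 61 fragments, 2.10, interval 1.33 to 2.92) and chr3:48067025-48071707 in an intron of MAP4 (13 to 40 fragments, 2.04, interval 1.104 to 3.06). These intervals leave out the error of the scale factor. The largest falls lay at chr9:125482894-125486399 at a promoter in MAPKAP1 (30 to 9 fragments, -1.32, interval -2.58 to -0.21), chr18:76528149-76529689 at a promoter 32907 bp from the TSS of ZNF516 (28 to 10 fragments, -1.07, interval -2.28 to 0.01) and chr22:21586808-21588806 in an intron of UBE2L3 (25 to 9 fragments, -1.06, interval -2.34 to 0.09). The intervals of the last 2 include 0. All 6 regions kept their direction on the 5 other measures and scales tried, and all were picked as extremes of many regions, which overstates their ratios.

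The genomic distribution asked where gained and lost regions lie. Within 5 kb of a TSS lay 57.6% of shared (95% CI 57.1 to 58.0), 44.5% of treated-only (44.05 to 45.00) and 49.2% of control-only regions (47.6 to 50.8). Random placement of regions of the same width gave 33.9%, 29.5% and 30.3%. Distal intergenic regions made up 10.6%, 13.1% and 6.81% of the 3 classes, against 29.8%, 31.5% and 31.1% by random placement. Introns held 23.2%, 33.7% and 30.4%, and exons 8.62%, 8.70% and 13.6%. The share within 5 kb of a TSS moved most when the TSSs of protein-coding transcripts alone were used, to 34.9% of shared, 19.2% of treated-only and 19.1% of control-only regions. Under that setting the treated-only and control-only shares were nearly equal.

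**Figure D4:**
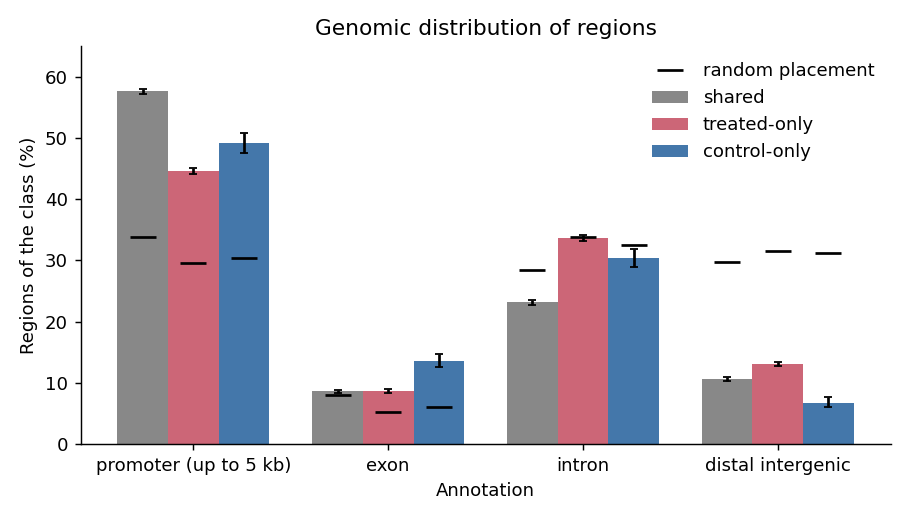
Share of regions (vertical axis, %) by annotation (horizontal axis) for shared, treated-only and control-only regions, with 95% Wilson intervals as error bars and short black lines at the share from random placement. Promoters hold 57.6% of shared, 44.5% of treated-only and 49.2% of control-only regions.

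SEs were called to ask whether CDK8/19 inhibition altered the strongest enhancer clusters. Stitching gave 22862 regions in the DMSO and 27895 in the CCT251545 library, of which 977 (4.27%) and 1391 (4.99%) passed the limit of their own rank curve. The limit was a summed signal of 207 M in the DMSO and 334 M in the CCT251545 library on the deposited scale (M, signal in units of 1e6), or 165 and 201 fragment-kilobases. Of the DMSO SEs, 924 (94.6%, 95% CI 93.0 to 95.8) overlapped a CCT251545 SE. Of the CCT251545 SEs, 877 (63.0%, 60.5 to 65.5) overlapped a DMSO SE and 514 did not. All 514 met a stitched DMSO region that lay under the DMSO limit. Leaving out peaks within 2.5 kb of a TSS moved the CCT251545 number most, to 915, against 704 in the DMSO library. Stitching at 25 kb brought the numbers closest, to 1114 and 1187.

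**Figure D5:**
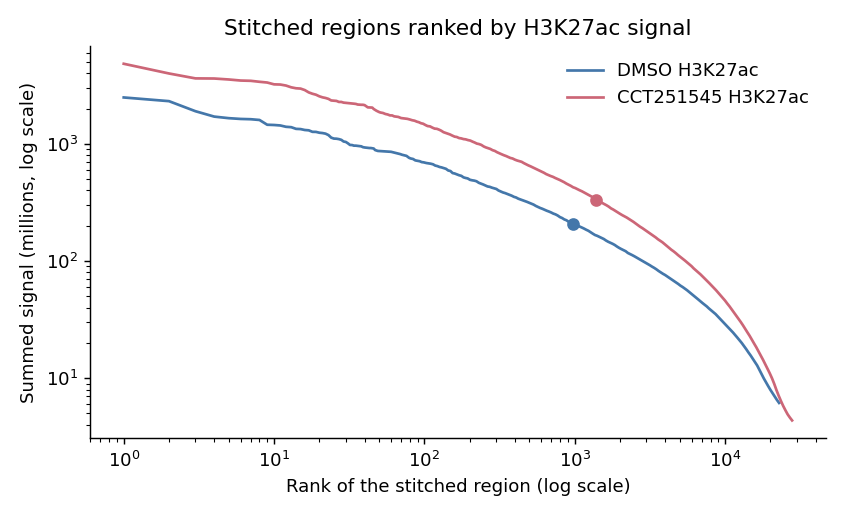
Summed signal of stitched regions (vertical axis, M, log scale) by rank (horizontal axis, log scale) in each H3K27ac library, with a dot at the last rank called as SE. The dots lie at rank 977 with a limit of 207 M for DMSO and at rank 1391 with a limit of 334 M for CCT251545.

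The strongest SE of both libraries lay in TRIO (chr5:14141673-14506973 in DMSO, 2486 M, and chr5:14140262-14503576 in CCT251545, 4821 M). It was followed in DMSO by chr10:79067427-79350631 at ZMIZ1 and PPIF and chr2:36337257-36574601 at CRIM1 and FEZ2, which overlapped regions ranked 7 and 5 in CCT251545. In CCT251545 it was followed by chr17:2029639-2311080 at SMG6, HIC1 and 3 other protein-coding genes, and chr11:12041399-12291844 at MICAL2, which overlapped regions ranked 25 and 13 in DMSO.

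Genes linked to SEs numbered 6184 in the DMSO and 9982 in the CCT251545 library, with 5869 in both, 4113 in CCT251545 only and 315 in DMSO only. Among protein-coding genes, 1794 were linked in CCT251545 only and 130 in DMSO only. With the nearest TSS as the only link the numbers were 749 and 329, the largest shift of the number in CCT251545 only. With the same number of top stitched regions in both libraries they were 2380 and 1044, the largest shift of the number in DMSO only.

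Of the 18 named genes, 6 were linked to an SE in both libraries, 6 in CCT251545 only and none in DMSO only. The study had picked MYOCD, SGCA, COL1A1, RAD50, PHF5A, KRT78 and KRT18 from these same libraries as genes that gained SEs. The split is therefore not an independent check. The 6 linked in CCT251545 only were MYOCD (chr17:12665890-12768949), whose strongest linked region went from rank 1416 to 1110, RAD50 (chr5:132556019-132646349, rank 1540 to 275), PHF5A (chr22:41459717-41468692, rank 1933 to 354), KRT78 (chr12:52837804-52849092, rank 4268 to 518), KRT18 (chr12:52948871-52952906, rank 1116 to 518) and MED13 (chr17:61942605-62065278, rank 3644 to 1190). At rank 518 KRT78 and KRT18 shared 1 stitched region, and KRT18 was also linked to the SE at rank 966. The 2 ranks given for KRT18 belong to different loci. Its DMSO region at rank 1116 (chr12:52944279-52977678) overlapped the CCT251545 SE at rank 966 (chr12:52943931-52981579) and not the one at rank 518. For MYOCD, RAD50, PHF5A, KRT78 and MED13 the ranked region was wider in CCT251545 than in DMSO. At RAD50 it was chr5:132486116-132511254 in DMSO and chr5:132408199-132511376 in CCT251545. These ranks therefore compare unlike spans, and a rise can come from additional stitched peaks. SGCA (chr17:50164214-50175928) and COL1A1 (chr17:50184101-50201632) shared a stitched region at rank 44 in DMSO and 45 in CCT251545. TRIO, ACTA2, COL4A1 and FN1 were also linked in both libraries. MYH11, MMP10, CDK8, CDK19, CCNC and MED12 were linked in neither. The 6 genes linked in CCT251545 only depended on the setting: 0 were at 25 kb stitching, where MYOCD and MED13 were linked in neither library and the other 4 in both, and 2 (MYOCD and KRT18) with the DMSO limit in fragment-bases for both lists. Of 10 alternatives, the status held in 7 for KRT18, 5 for PHF5A, 4 each for MYOCD and MED13, 3 for KRT78 and 2 for RAD50.

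Promoter signal could be compared for 15 of the 18 genes. It is a sum over the peaks called near a gene, so an additional peak in 1 list raises the ratio without any change in height, and the ratios are not fold changes of 1 site. The sum was higher in CCT251545 for 14 on the deposited scale, for 13 in fragments, for 11 with each list divided by the median of its shared regions and for 9 with division by the summed signal. MED12 (chrX:71118543-71144103) was lower on the deposited scale and in fragments, with 23 fragments in DMSO and 14 in CCT251545. Its log2 ratio on the deposited scale was -0.30 (counting interval -1.37 to 0.72). On that scale it became 0.24 with summed total signal and 0.42 with the highest single maximum near the gene. Neither value exceeds the 0.42 that the scale factor adds, so neither is a rise in fragments. SGCA changed sign, from 0.30 (-0.14 to 0.74) on the deposited scale to -0.11 in fragments. In the other direction, on the deposited scale, it moved to 1.04 with summed total signal and to 0.96 with the highest single maximum near the gene. The largest ratios of summed signal were 2.0 (1.02 to 3.08) for MYOCD, from 12 to 36 fragments, 1.87 (1.32 to 2.44) for MED13, from 38 to 104 fragments, and 1.79 (1.13 to 2.49) for RAD50, from 27 to 70 fragments. This order depended on the setting. With peaks within 1 kb of a TSS COL4A1 had the largest ratio, 2.25, and MYOCD 1.74 and MED13 1.71, and with the DMSO limit in fragment-bases RAD50 had a ratio of 1.12. With the highest single maximum MYOCD had a ratio of 1.74, MED13 1.34, RAD50 0.83 and COL4A1 0.31, the last under the 0.42 of the scale factor. COL1A1 had a ratio of 0.96 (0.42 to 1.51), ACTA2 1.097 (0.53 to 1.68) and COL4A1 1.30 (0.93 to 1.67). The median of all 12317 genes with promoter peaks in both lists was 0.89 on the deposited scale and 0.47 in fragments, and 9 of the 15 named genes lay above it on any of these scales. With the highest single maximum the median was 0.76, or 0.35 in fragments, and 8 of the 15 lay above it. By that measure all 15 were higher in CCT251545 on the deposited scale and 13 in fragments. No promoter peak was listed for MYH11 in either list, and for KRT78 and MMP10 peaks with 8 and 6 fragments were listed in CCT251545 only.

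Keratin genes were examined because the study linked them to SEs of inhibitor-treated cells. Of 149 keratin and keratin-associated genes, 0 were linked to an SE in DMSO and 23 (15.4%) in CCT251545, against 8.95% of all protein-coding genes linked in CCT251545 only. The 23 genes lay at 5 SEs. Of these, 3 lay on chromosome 12 (chr12:52181331-52254000, chr12:52870086-52929246 and chr12:52943931-52981579) and 2 on chromosome 17 (chr17:41359457-41421989 and chr17:41494354-41551349). The count lay at percentile 99.5 of random draws of single genes and at percentile 86.4 of shifts that kept gene clusters together. With the nearest TSS as the only link 3 keratin genes were linked in CCT251545 only, and with the higher of the 2 deposited minima as the limit 36 were. The place among the shifts rose to percentile 99.6 under that limit and to 98.3, with 21 genes, under the DMSO limit in fragment-bases.

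The 4 gene lists asked whether promoters of contractile, matrix, replication or interferon genes moved apart from other genes. Among random lists of matched signal, the median log2 ratio of the interferon response list lay at percentile 0.48, at 0.60 over 27 genes, where the middle 95% of random lists spanned 0.67 to 1.11. Its place among the random lists does not depend on the scale, but its sign does: the median was 0.19 in fragments and -0.31 with division by the summed signal. The DNA replication and cell cycle list (1.03, 32 genes) lay at percentile 89.4, the extracellular matrix list (0.95, 32 genes) at 93.8 and the smooth muscle contractile list (0.94, 18 genes) at 79.1. The interferon list moved to percentile 12.1 with the DMSO limit in fragment-bases for both lists. The replication list moved to percentile 97.7 when a gene with no peak was set to the list's lowest signal. With the highest single maximum near a gene, the replication list stood at percentile 98.0, the smooth muscle list at 98.2, the interferon list at 1.65 and the extracellular matrix list at 27.9, on the other side of the median of random lists. The smooth muscle list moved to percentile 100 and the extracellular matrix list to 99.99 with summed total signal. In the other direction, the extracellular matrix list moved to percentile 51.7 with the higher of the 2 deposited minima as the limit and to 70.7 with the DMSO limit in fragment-bases, and the smooth muscle list to 54.8 with peaks within 1 kb of a TSS.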

Values the study reported

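The study reported 32,057 gained and 8,612 lost H3K27ac peaks after 3.5 days of inhibitor. It called 1,151 SEs in control and 1,340 in inhibitor-treated MM SCs with ROSE. It counted 1,712 genes associated with SEs in treated cells alone and 419 in control cells alone. The study placed MYOCD, SGCA, COL1A1, RAD50, PHF5A, KRT78 and KRT18 at SEs in treated cells and at typical enhancers in control cells. CUT&RUN was done on a single batch (n = 1).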

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

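The limit in fragment-bases for both lists, ratios in fragments, the removal of the largest stitched region and the highest single maximum near a gene were chosen after the results were seen. No paired analysis was possible because each treatment had 1 H3K27ac library. The cause of a shift was not tested except where a setting's own construction gives it.

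The CCT251545 list kept more peaks than the DMSO list in all 4 alternatives, with ratios from 1.03 to 1.75. More CCT251545 than DMSO SEs were called in all 7 alternatives, and more genes were linked in CCT251545 only than in DMSO only in all 8. No keratin gene was linked in DMSO only under any of the 7 alternatives tried.

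With the DMSO limit in fragment-bases, which removes weak CCT251545 peaks, the CCT251545 list held 52946 peaks, 1.03 times the DMSO number. Then 82.7% of DMSO and 77.3% of CCT251545 peaks overlapped, with 12025 treated-only and 8860 control-only regions. The median log2 ratio was 0.61, 317 shared regions were lower by the limit and 98.5% of the changed regions rose. Promoters held 58.7% of shared and 45.9% of treated-only regions. There were 266 CCT251545 SEs with no DMSO SE, 1729 genes linked in CCT251545 only and 979 in DMSO only, and 2 named genes linked in CCT251545 only. The interferon list stood at percentile 12.1.

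With the higher of the 2 deposited minima as the limit, the ratio of peak numbers was 1.28, and 87.7% of DMSO and 67.4% of CCT251545 peaks overlapped, with 21393 treated-only and 6282 control-only regions. The median log2 ratio was 0.59, 476 regions were lower and 97.8% of the changed regions rose. Promoters held 45.0% of treated-only regions, 510 genes were linked in DMSO only, 36 keratin genes in CCT251545 only, and the interferon list stood at percentile 2.66.

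With peaks at or above the median total signal of each list, 97.4% of DMSO and 55.7% of CCT251545 peaks overlapped, with 19909 treated-only and 661 control-only regions. The median log2 ratio was 0.64, with 13022 regions higher, 141 lower and 98.9% of the changed regions rising. Promoters held 64.4% of shared, 48.7% of treated-only and 54.9% of control-only regions.

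With equal numbers of peaks, 81.7% of DMSO and 78.8% of CCT251545 peaks overlapped, with 10853 treated-only and 9360 control-only regions. Promoters held 58.9% of shared and 46.2% of treated-only regions, 255 CCT251545 SEs had no DMSO SE, and 2 named genes were linked in CCT251545 only. Joining peaks less than 1 kb apart gave an overlap of 54.8% of CCT251545 peaks. An overlap of 50% of both peaks lowered the shares to 69.4% of DMSO and 39.5% of CCT251545 peaks, and the position of the maximum stretch to 86.3% and 49.2%.

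The ratio at shared regions changed sign with the scale. Its median was -0.35 with division by the summed signal (825 higher, 13983 lower, 5.57% of the changed rising). With each list divided by the median of its shared regions it was -0.041 (3524 higher, 6045 lower, 36.8% rising). That division centres the ratios by construction, so its median and counts cannot show a direction. In fragments the median was 0.15 (7718 higher, 3493 lower, 68.8% rising). Total signal gave 0.64 (2165 lower, 91.6% rising) and total signal per covered bp 0.51 (225 lower, 98.8% rising). A limit of 1 in log2 left 6825 higher and 59 lower, with 99.1% rising. The few fragments per region and the 8 and 6 spike-in reads limit what these ratios can show.

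The promoter share fell to 50.3% of shared, 33.8% of treated-only and 38.3% of control-only regions at 3 kb, to 41.2%, 19.9% and 23.4% at 1 kb, to 34.9%, 19.2% and 19.1% with TSSs of protein-coding transcripts, and to 51.3%, 41.3% and 44.3% with the midpoint of the region.

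Stitching at 25 kb left 272 CCT251545 SEs with no DMSO SE, and 10 named genes linked in both and 0 in CCT251545 only; at 5 kb 2 named genes were linked in CCT251545 only. Without peaks within 2.5 kb of a TSS there were 915 CCT251545 SEs, 1185 genes and 4 keratin genes linked in CCT251545 only, and of the named genes 2 were linked in CCT251545 only and 3 in both. Without the largest stitched region 527 genes were linked in DMSO only. With the same number of top stitched regions 2380 genes were linked in CCT251545 only and 1044 in DMSO only. The nearest TSS as the only link gave 749 genes and 3 keratin genes in CCT251545 only, with 1 named gene in CCT251545 only and 1 in both. Overlap as the only link gave 188 genes in DMSO only, and 12 keratin genes and 3 named genes in CCT251545 only. Protein-coding genes alone gave 1794 in CCT251545 only and 130 in DMSO only.

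With summed total signal the extracellular matrix list stood at percentile 99.99, the smooth muscle list at 100 and the interferon list at 5.56. The ratio of MED12 became 0.24 on the deposited scale. With a gene lacking a peak set to the list's lowest signal, the replication list stood at percentile 97.7. With the highest single maximum near a gene the replication list stood at percentile 98.0, the smooth muscle list at 98.2 and the extracellular matrix list at 27.9. The ratio of MED12 became 0.42 on the deposited scale. Neither MED12 value exceeds the 0.42 that the scale factor adds, so neither is a rise in fragments. In fragments the ratio of SGCA became -0.11. Among the values of single named genes and regions and other secondary values, 36 more moved beyond their interval, or for counts by over 1.5 times, with no change of sign, and 118 did not. The 36 include the SGCA ratios of 1.04 with summed total signal and 0.96 with the highest single maximum, on the deposited scale. Of the values that answer a comparison, 75 stayed within those bounds.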

Other observations

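The tests with the DMSO limit in fragment-bases, of the spike-in scale, of sequencing depth, of the larger rise at promoters, without the largest stitched region and of keratin clustering under the alternatives were chosen after the results were seen, and the joining of peaks was a setting chosen earlier whose use as a test of splitting was written down after its value was seen. Each pattern below was found and tested on the same 2 libraries and has no replicate, so the effect of the inhibitor stays among the open explanations as untested.

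The larger number of CCT251545 peaks may come in part from a lower calling limit. With the DMSO list's lowest total in fragment-bases as the limit of both lists, the ratio of peak numbers fell from 1.75 to 1.03. A common limit on the deposited scale, the higher of the 2 minima, left 65566 CCT251545 peaks and a ratio of 1.28, so how much of the excess goes with the limit depends on the scale on which it is set. Splitting of broad peaks into pieces would have brought the ratio near 1 when neighbouring peaks were joined, and it stayed at 1.62. Of the treated-only regions, 71.3% (95% CI 70.8 to 71.7) had a CCT251545 total under the DMSO limit in fragment-bases, so the same coverage would not have been listed in the DMSO library. The lists do not hold the DMSO coverage at those positions, so how much of the 71.3% was also present in DMSO stays open, as do the reasons why the caller set different limits. The other 12025 treated-only regions lay at or above that limit, against 8860 control-only regions counted with the same limit. With the higher of the 2 deposited minima as the limit there were 21393 treated-only and 6282 control-only regions. The share under the limit and the balance of the 2 classes therefore also depend on the scale.

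The rise at shared regions depended on the scale. The spike-in scale as the whole cause cannot be told apart from a change of the mark. A scale factor of 0.90 in place of the deposited 1.33 would bring the median to 0, and it lies inside the counting interval of the factor (0.406 to 4.66). In fragments, with a factor of 1, the median was 0.15 (0.15 to 0.16). Sequencing depth cannot be told apart for this rise in fragments, because a ratio of library totals of 1.11 would give it and the totals are not in the lists. GC content cannot be told apart either. The medians of the 5 GC bins differed by 0.26, from 0.42 in the lowest to 0.68 in the highest bin on the deposited scale, where all lie above 0. In fragments the lowest bin was at 0 and the difference exceeded the overall median, so the reading turned on the scale. By kind of region, in fragments, promoters rose from 0 in the lowest to 0.30 in the highest bin. Introns stood at 0, 0.087, 0.093, 0.067 and 0.062 from the lowest to the highest bin. A GC effect of like size in all regions would not give this, but these medians have no intervals, so GC content stays open.

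A part of the ratio that no single scale factor can give was seen at promoters. Among the 10933 shared regions in the tallest quartile, in fragments, 7956 promoters had a median log2 ratio of 0.32 (0.31 to 0.33) and 2977 other regions 0.23 (0.22 to 0.25), a difference of 0.091. A factor common to all regions shifts both medians alike. The difference was limited to taller regions: the medians were 0.28 and 0.17 in the next quartile, 0.13 and 0.11 with touching intervals in the one below, and -0.15 for both in the lowest. Over all heights, in fragments, distal intergenic regions had a median of 0.17 against 0.19 at promoters, with 0.059 in introns and 0 in exons. That contrast was therefore mainly with introns and exons, and the other regions were not split by kind within quartiles. GC content as the cause would remove the difference between regions of like GC. The interval of promoters lay above that of other regions in 3 of the 5 GC bins, those with the highest GC, and overlapped it in the lowest 2 (0.22 against 0.21, and 0.27 against 0.23). The median ratio also grew with height, from -0.15 in the lowest quartile to 0.30 in the tallest. The higher DMSO limit may also lower the ratio of short regions, which are listed as shared only if their DMSO signal came out high enough, and this was not tested. A difference in the signal over background of the 2 CUT&RUN reactions was not tested and may give the same pattern.

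Some of the tallest treated-only regions may be duplicated sequence. Windows of 1 kb around the maximum of the 100 tallest treated-only regions (21 to 36 fragments) were aligned to hg38 without alternate sequences, and 13% (95% CI 7.76 to 20.98) matched a second locus over 80% of their length at 90% identity. Of 100 shared regions of like height, 1% (0.18 to 5.45) did. Duplicated sequence leaves 87 of the 100 tall regions without such a match. An unlocalized contig of chromosome 17 held 10 peaks in the CCT251545 list and 0 in the DMSO list.

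Clustering of the keratin genes cannot be told apart from a preference of the CCT251545 SEs for these genes, because the reading turned on the setting. The count of 23 lay at percentile 99.5 of random draws of single genes but at percentile 86.4 of shifts that kept clusters together, the middle 95% of which reached up to 32 genes. In 5 of the 7 alternatives the count also lay within the middle 95% of such shifts. In the other 2 it lay above it, at percentile 99.6 with 36 genes under the higher of the 2 deposited minima and at 98.3 with 21 genes under the DMSO limit in fragment-bases. The 23 genes rest on 5 SEs. Whether the genes changed in expression was not analysed here.

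The larger number of CCT251545 SEs did not depend on the largest stitched region, which sets the slope of the limit. Without it the CCT251545 library still had 1.29 times as many SEs, 1730 against 1345. The excess shrank where weak CCT251545 peaks were removed, from 1.42 times to 1.13 with the DMSO limit in fragment-bases (1102 against 977) and to 1.11 with equal numbers of peaks (1086 against 977). With the higher of the 2 deposited minima it was 1.36, and with stitching at 25 kb, which removes no peak, 1.07. All 514 CCT251545 SEs with no DMSO SE met a DMSO stitched region under the DMSO limit. Meeting needed only 1 bp of shared span, gaps between peaks included, and the median CCT251545 SE was 89.8 kb wide. No random expectation was computed, so how much of each cluster was present in DMSO stays open. The ranks of the 514 in the libraries were not compared as a set, and ranks are given above only for regions linked to named genes and for the strongest SEs.

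Some counts differ from those quoted above, and the study compared read counts over consensus peaks where here the deposited lists were compared. Regions higher by the limit or called in CCT251545 alone numbered 63375 on the deposited scale, 49553 in fragments, 45359 with each list divided by the median of its shared regions and 42660 with division by the summed signal. All of these are higher than the number of gained peaks quoted from the study above, under the authors' peak threshold. Regions lower by the limit or called in DMSO alone numbered 4548, 7298, 9850 and 17788 on the same scales. The counts on the deposited scale and in fragments are lower and the others are higher than the number of lost peaks quoted from the study above, so the direction depends on the scale. On the deposited scale the counts also moved with the peak threshold, to 42570 and 6758 with the higher of the 2 deposited minima, to 32931 and 802 with peaks at or above the median total of each list, and to 32689 and 9177 with the DMSO limit in fragment-bases. The counts under this last limit are close to those quoted from the study above. That limit was chosen after the results were seen, and the counts include every region called in a single list, whatever its fold. The study normalized its read counts with the default method of its software and applied its fold limit to every consensus peak. The closeness therefore does not show that the same regions were counted. Genes linked to SEs in CCT251545 only numbered 4113 among all annotated genes and 1794 among protein-coding genes. The count of all annotated genes is higher than the value quoted from the study above and the protein-coding count is close to it. Genes linked in DMSO only numbered 315 and 130 in these sets. Both are lower than the value quoted from the study above, the protein-coding count by more, so neither set is close on both sides, and which genes the study counted was not established here. COL1A1 and SGCA were linked to an SE at rank 44 in DMSO. That differs from their placement at typical enhancers in control cells quoted above, and the reason was not tested. Both genes kept this status in 8 of 10 alternatives. With peaks within 2.5 kb of a TSS left out, or the nearest TSS as the only link, they were linked to an SE in neither library. In no setting were they linked in CCT251545 only, which is where the study placed them. Which library differs from the study therefore depends on the setting, but a difference stayed in all of them.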
